A study of Mus musculus with 8 samples. Its data were reported in "An epigenome atlas of neural progenitors within the embryonic mouse forebrain" (2022).

How the data were processed

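H3K27ac CUT&RUN was performed in the MGE, LGE, CGE and cortex of wild-type mouse embryos at embryonic day 12.5, with 2 samples per region and 8 in all. The text on nuclei preparation can be read as saying that nuclei of the 4 regions were combined. The samples and lists carry region names, so each list was taken as 1 region. Samples were grouped by the region given in their labels.

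The authors aligned paired-end reads to GRCm38/mm10 with Bowtie2 in local mode, removed reads in blacklisted regions and removed duplicates with PICARD. These steps are taken from the methods section on CUT&Tag analysis, the only one that describes how reads of histone marks were processed. Software versions are not stated there. The authors assessed reproducibility by calling peaks per replicate with MACS, then merged the replicates with samtools and called broad peaks on the merged reads. No control library was named. Merging means that reproducible and irreproducible peaks cannot be separated in the lists, and that a peak carried by 1 replicate can enter a list. A broad call reports the mean over a region, which lowers the fold of wide peaks, and peak number rises with sequencing depth at a fixed threshold.

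The deposited lists give a position, a score, a fold enrichment and 2 significance values per peak. The score that the authors deposited is 10 times the −log10 q-value, cut to a whole number in nearly all peaks, and was not used. The fold and the score are the authors' own values per peak, and the fold is a ratio over the MACS background. The p-value and q-value of each peak were deposited by the authors as −log10 values, and no −log10 q-value was below 1. Peak names were numbered, and 5 numbers were missing in MGE, 2 in LGE, 3 in CGE and 13 in CTX. Folds and q-values were used to describe, rank or filter peaks within a list. The exceptions are the background pileup, which was worked out from the fold and p-value of peaks under 300 bases and set side by side between lists, the pileup of promoter peaks, worked out in the same way to compare X with the autosomes, and the folds of Ezh2 and of the loci with the highest folds, which are given for each list. The lists held no column with values per sample.

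The reference was GRCm38.p6 with the GENCODE M21 annotation, the authors' build, and coordinates are given 1-based. The 21911 protein-coding genes on the autosomes, X and Y were used, each with 1 TSS. Jaccard indices and shares of peaks with at least 50% of their length covered by another list were computed with interval arithmetic in numpy 2.4.6 and pandas 2.3.3 under python 3.11.15. Shares have Wilson 95% intervals (scipy 1.17.1). To judge whether an alternative moved an index, it was given the interval of a share of the joined intervals of both lists. Peaks were placed at random within their own chromosome, outside assembly gaps, 100 times for sharing between lists and a single time for promoters. Sequence was read with pysam 0.24.0 and words were counted with numba 0.67.0. Figures were drawn with matplotlib 3.10.9.

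For marker gene sets, the random gene lists were matched on the decile of mean percentile over the 4 lists. The sets were Nkx2-1, Lhx6, Lhx8, Mbip and Sox6 for MGE. They were Nr2f1, Nr2f2, Prox1 and Htr3a for CGE, and Sp8, Ebf1, Isl1 and Six3 for LGE. The CTX set was Emx1, Emx2, Neurod2, Neurod6, Neurog1, Neurog2, Lhx2, Eomes, Tbr1 and Pax6. A further set entered the adjustment for multiple tests and is not reported here. Several of these genes are shown by the study on tracks of the same libraries, so the sets are not independent of them. Genes with no covered base in the window share 1 percentile per list, and numbered 3135 in MGE, 3943 in LGE, 4391 in CGE and 3192 in CTX.

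Named genes are those of a list set beforehand together with the marker sets. The list was meant to hold genes the study discusses for regional chromatin, but Hes1, Nes and Sox2 do not meet that description. Named peaks are the 3 region-only peaks of each list with the highest fold on the autosomes or X. Ezh2 lies outside this rule and was chosen after its values were seen. The gene sets, the rule for names, the comparisons, the motifs and the alternatives were fixed before the data were examined, except the alternative with the TSS of every protein-coding transcript. The tests on Ezh2, chromosome X, depth and repeated sequence were not part of that plan. For the motifs, the reading of the tests was settled after results had been seen.

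The alternatives were a q-value of 0.01 or less, the 63065 strongest peaks of each list by p-value (equal numbers), other definitions of a shared peak, joining of peaks within 1000 bases, autosomes only, other promoter definitions and other windows around genes. Sequence tests used 31-base words and the count of each motif on both strands, compared with rearrangements of its letters that hold no CG.

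The scripts were tested on simulated data. The sharing, joining and Jaccard steps gave 0 differences from bedtools 2.31.1 on 6918 intervals. Of 200 unchanged gene lists 5.5% had a p-value under 0.05, and of 200 shifted lists 97.5% did. These lists were longer than the MGE, CGE and LGE sets and held no tied genes. The 97.5% is therefore not the power of the tests on those sets. Background pileups of 2.5 and 4.0 were recovered from 2000 simulated peaks. For 948 simulated values scaled by 0.75, the ratio of the value reached by 10% was 0.701, with a bootstrap interval that held 0.75. The search for exon boundaries found 12 of 12 planted in 1 gene among 1000 genes, with at most 2 in another gene. All words with a planted copy were found (100% of 270).

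No test between regions was made, since the lists hold no replicates. The liver named in the series design, other histone marks and signal tracks were not analysed here. The lists gave no read totals, so the precision of a single peak is known only through its q-value.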

Results

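Acetylation of lysine 27 on histone H3 (H3K27ac), a mark of active promoters and enhancers, was mapped by CUT&RUN in 4 regions of the embryonic mouse forebrain. CUT&RUN uses an antibody to direct a nuclease to the marked chromatin, and the DNA fragments it releases are sequenced. The regions were the medial (MGE), lateral (LGE) and caudal (CGE) ganglionic eminences, which are the ventral neurogenic zones, and the cortex (CTX). All tissue came from wild-type C57BL/6J embryos at embryonic day 12.5. There were 8 samples, 2 per region, and the 2 samples of each region had been merged before peak calling. Each region therefore had 1 peak list and no spread between replicates, so no difference between regions could be tested against replicate error. The lists gave no read totals. The background pileup implied by the fold and p-value of peaks shorter than 300 bases was 4.65 overlapping fragments in MGE, 3.6 in LGE, 3.75 in CGE and 3.45 in CTX.

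The first comparison concerned how much of the genome carried the mark in each region. The CTX list was the longest, with 141451 peaks covering 60.04 Mb, or 2.20% of the genome. The MGE list held 117479 peaks over 57.8 Mb (2.12%). The LGE list held 79866 peaks over 35.9 Mb (1.32%), and the CGE list held 63065 peaks over 31.4 Mb (1.15%). CTX peaks were the narrowest, with a median width of 276 bases, against 325 bases in LGE, 356 bases in MGE and 372 bases in CGE. The median fold enrichment was 2.52 in MGE, 2.79 in LGE, 2.76 in CGE and 2.69 in CTX. Restricting the lists to peaks with a q-value of 0.01 or less moved these counts most, and left 52777 peaks in CTX, 40866 in MGE, 31647 in LGE and 26275 in CGE. The order of the regions by peak number was the same in both cases.

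**Figure D1:**
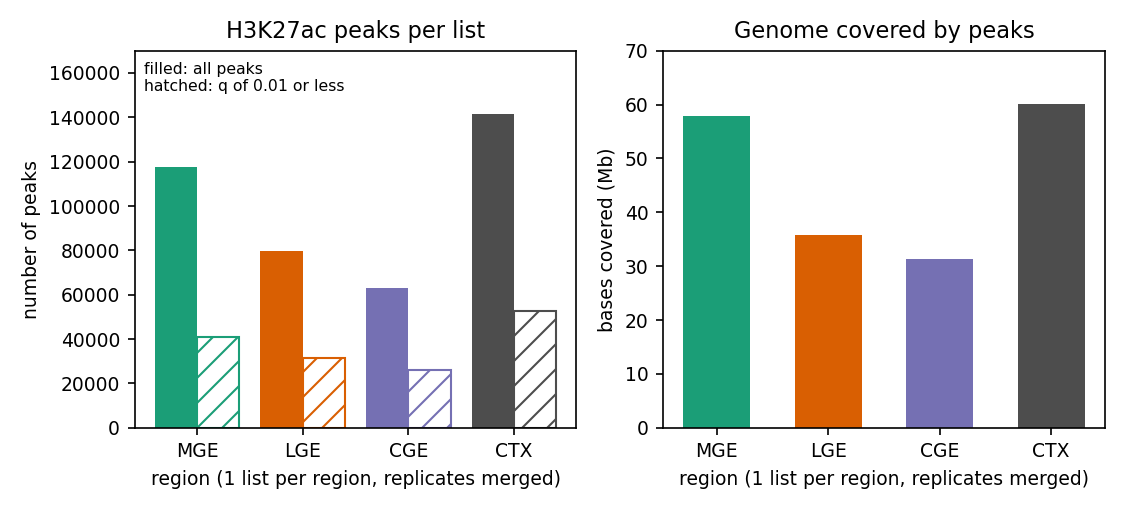
Number of H3K27ac peaks in each region's list (left, filled bars for all peaks and hatched bars for peaks with a q-value of 0.01 or less) and the bases they cover in Mb (right). Each bar is 1 list made from 2 merged samples, so there are no error bars, and CTX has the most peaks (141451) and CGE the fewest (63065).

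Peak lists were next compared in pairs, to ask which regions share marked sites. The Jaccard index, which is the number of bases covered in both lists divided by the number covered in either, was 0.317 for LGE and CGE, 0.295 for MGE and CGE and 0.284 for MGE and LGE. It was lower for each pair that included the cortex, at 0.262 for MGE and CTX, 0.244 for CGE and CTX and 0.242 for LGE and CTX. Among 100 random placements of the peaks on their own chromosomes the index of a pair never exceeded 0.0128. Peaks with a q-value of 0.01 or less moved the index most and raised it to 0.427 for LGE and CGE and to 0.332 for MGE and CTX. With the 63065 strongest peaks of each list, MGE and CGE became the closest pair, at 0.359. The 3 pairs of eminences had higher values than the 3 pairs with CTX for all peaks, for equal numbers of peaks and for peaks with a q-value of 0.01 or less.

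The share of a list's peaks that had at least 50% of their length covered by another list depended on the direction of the comparison. It was highest for CGE peaks in the MGE list, at 54.8% (34556 of 63065, Wilson 95% interval 54.4 to 55.2%), and lowest for CTX peaks in the CGE list, at 18.8% (26563 of 141451, 18.6 to 19.0%). Random placement gave mean shares of 1.14 to 2.17%. Neighbouring peaks are not independent, so these intervals cover counting error only. The largest change came from requiring 50% of both peaks, which lowered the share of CGE peaks in the MGE list to 39.6%. With equal numbers of peaks, 46.2% of CGE peaks were shared with MGE and 32.8% of CTX peaks with CGE.

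**Figure D2:**
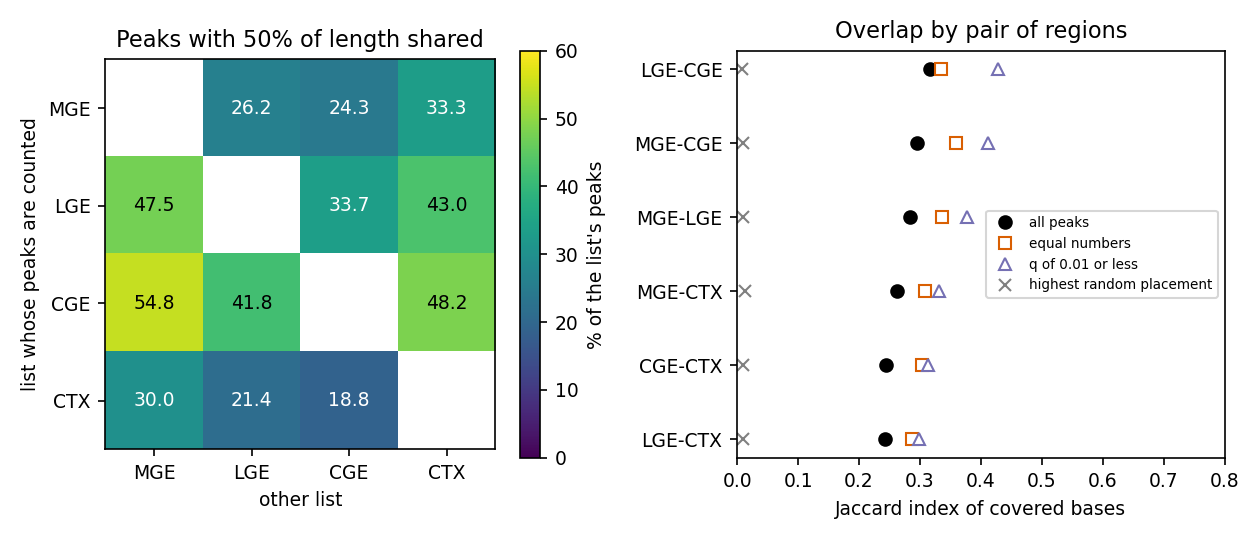
Left, percent of each list's peaks (vertical) with at least 50% of their length covered by another list (horizontal), from 18.8% for CTX peaks in CGE to 54.8% for CGE peaks in MGE. Right, Jaccard index of covered bases for the 6 pairs of regions with all peaks, with equal numbers of peaks and with peaks of a q-value of 0.01 or less, beside the highest of 100 random placements, and the 3 pairs of eminences lie above the 3 pairs with CTX in each of these settings.

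To ask how region-restricted the mark was, peaks with no base in any other list were counted. They made up 49.3% of CTX peaks (69779, Wilson 95% interval 49.1 to 49.6%), 38.6% of MGE peaks (45334, 38.3 to 38.9%), 26.8% of LGE peaks (21398, 26.5 to 27.1%) and 20.3% of CGE peaks (12771, 19.9 to 20.6%). Peaks of each list that touched all 3 other lists made up 17.8% in CTX, 21.6% in MGE, 31.4% in LGE and 39.4% in CGE. The peaks found in 1 list only were narrow and weak. Their median width was 181 bases in CTX and 206 bases in MGE, against 772 and 832 bases for peaks in all 4 lists. A q-value of 0.01 or less was reached by 21.3% of them in CTX and 13.7% in MGE, against 80.1% and 79.9% of the peaks in all 4 lists. With equal numbers of peaks the share found in 1 list only was 38.9% in CTX, 34.2% in LGE, 31.8% in MGE and 31.3% in CGE, so CTX stayed highest while MGE and LGE changed places. The largest shift came from testing only peaks with a q-value of 0.01 or less, which lowered the share to 28.1% in CTX, 15.2% in MGE, 11.9% in LGE and 5.71% in CGE.

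Sharing rose with peak strength in each list. When each list was divided by q-value into 10 equal parts, the weakest part had 72.3% of its peaks in 1 list only in CTX, 65.6% in MGE, 46.6% in LGE and 44.3% in CGE. In the strongest part these shares were 5.13%, 1.08%, 0.714% and 0.174%. The strongest part had 79.2% of its peaks in all 4 lists in CTX, 88.8% in MGE, 92.7% in LGE and 95.6% in CGE.

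**Figure D3:**
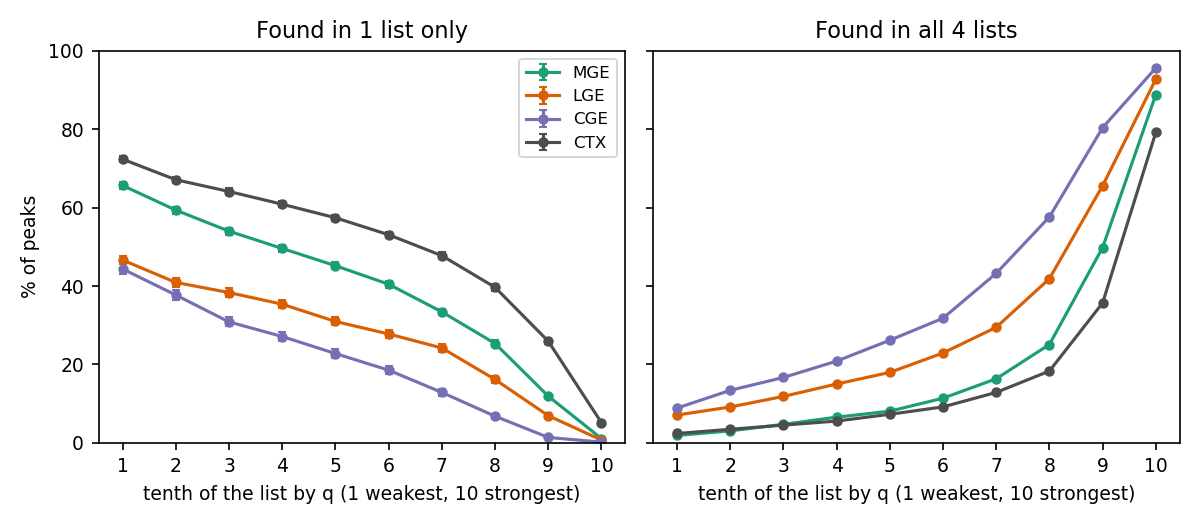
Percent of peaks found in 1 list only (left, with Wilson 95% intervals) and in all 4 lists (right) for 10 equal parts of each list ordered by q-value from weakest (1) to strongest (10). The share found in 1 list only falls from 72.3% to 5.13% in CTX and from 44.3% to 0.174% in CGE.

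The region-only peak with the highest fold in each list was narrower than the median peak of that list, although the second in LGE was 425 bases wide. In LGE the first was at chromosome 10, 21588661 to 21588891, with a fold of 14.0, in intergenic sequence 4369 bases from the transcription start site (TSS) of 1700020N01Rik. In CTX it was at chromosome 14, 49036592 to 49036707, with a fold of 9.58, in an intron of Exoc5 and wholly in repeat-masked sequence. In CGE it was at chromosome 1, 113904118 to 113904309, with a fold of 9.24, in an intron of 9330185C12Rik. In MGE it was at chromosome 15, 18329352 to 18329494, with a fold of 6.16, in an intron of 4921515E04Rik. Of the 12 peaks formed by the first 3 of each list, 4 had at least 50% of their 31-base words repeated elsewhere in the genome. The lowest fold among the 12 was 4.52, in LGE.

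Overlapping peaks of the 4 lists were joined into 236255 intervals and sorted by the lists that had a peak in them. Intervals with a peak in CTX only were the most frequent (69779, 29.5%), followed by MGE only (45334, 19.2%), all 4 lists (26185, 11.1%) and LGE only (21398, 9.06%). Intervals with a peak in the 3 eminences and not in CTX numbered 4343, or 1.84% (Wilson 95% interval 1.78 to 1.89%), fewer than the 14987 intervals shared by MGE and CTX alone. With equal numbers of peaks this order changed, to 5680 intervals in the 3 eminences and 3602 in MGE and CTX alone. The CTX-only count fell to 24552 and stayed highest. The MGE-only count fell to 20070, below LGE only at 21539, and all 4 lists came to 19132, below CGE only at 19712.

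The next comparison separated promoters from other sites. A promoter was defined as the 2000 bases upstream of the TSS of 1 of 21911 protein-coding genes. Promoter peaks made up 12.3% of CGE peaks (Wilson 95% interval 12.01 to 12.52%), 9.37% of LGE peaks (9.17 to 9.57%), 7.69% of MGE peaks (7.54 to 7.85%) and 7.12% of CTX peaks (6.99 to 7.26%). A single random placement of each list gave 2.07 to 2.18%. With equal numbers of peaks the order changed, to 14.1% in CTX, 12.9% in MGE, 12.3% in CGE and 11.5% in LGE. Promoter peaks were shared by all 4 lists far more often than other peaks were. The shares were 89.5% against 25.3% in LGE, 88.2% against 32.6% in CGE, 78.0% against 16.9% in MGE and 71.0% against 13.8% in CTX. Promoter peaks were also wider, with median widths of 743 to 898 bases against 253 to 329 bases. Their median folds were 3.30 to 3.64 against 2.50 to 2.76. No match on width or strength was made, so these cannot be separated from position at a promoter. A promoter peak was present at 10786 genes in CTX, 9883 in MGE, 8562 in CGE and 8257 in LGE. It was present in all 4 lists at 7276 genes (33.2%) and in none at 10117 genes (46.2%).

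Marker gene sets fixed in advance were used to ask whether peaks gathered near genes typical of each region. For each gene the bases covered within 50 kb of the TSS were turned into a percentile among protein-coding genes of the same list. The contrast of a gene was its percentile in the set's own region minus the mean percentile in the other regions. Each set's median contrast was placed among 10000 random gene lists of the same size and matched decile, which amounts to a permutation of genes (two-sided, Benjamini-Hochberg adjustment over 5 sets). This describes the 4 lists and not replicated tissue. The median contrast was 48.6 percentile points for the MGE set, positive for 4 of 5 genes, and 29.1 for the CTX set, positive for 10 of 10 genes. Both sets had a p-value of 0.0002, the smallest the random lists can give, and an adjusted p-value of 0.000333. The CGE set had a median contrast of 19.7, positive for 3 of 4 genes (permutation of genes, p = 0.0018, adjusted p = 0.00225), and in a window of 10 kb it was 6.32 and no longer passed the threshold (adjusted p = 0.438). The LGE set did not differ from random lists, with a median contrast of -1.99, positive for 1 of 4 genes (permutation of genes, p = 0.73, adjusted p = 0.73). Its sign changed to a contrast of 4.31 over the gene body. In LGE Isl1 had 0 peaks in the window, Ebf1 had 1 of 266 bases and Sp8 had 1 of 293 bases. Ebf1, the positive gene, had more covered bases in each other list, so this set tells little about LGE.

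Some members had a lower percentile in their set's own region than the mean of the other regions. Sp8, in the LGE set, lay at percentile 76.1 in CTX and 22.1 in LGE. Sox6, in the MGE set, had a contrast of -16.8, and Htr3a in the CGE set had -6.51.

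**Figure D4:**
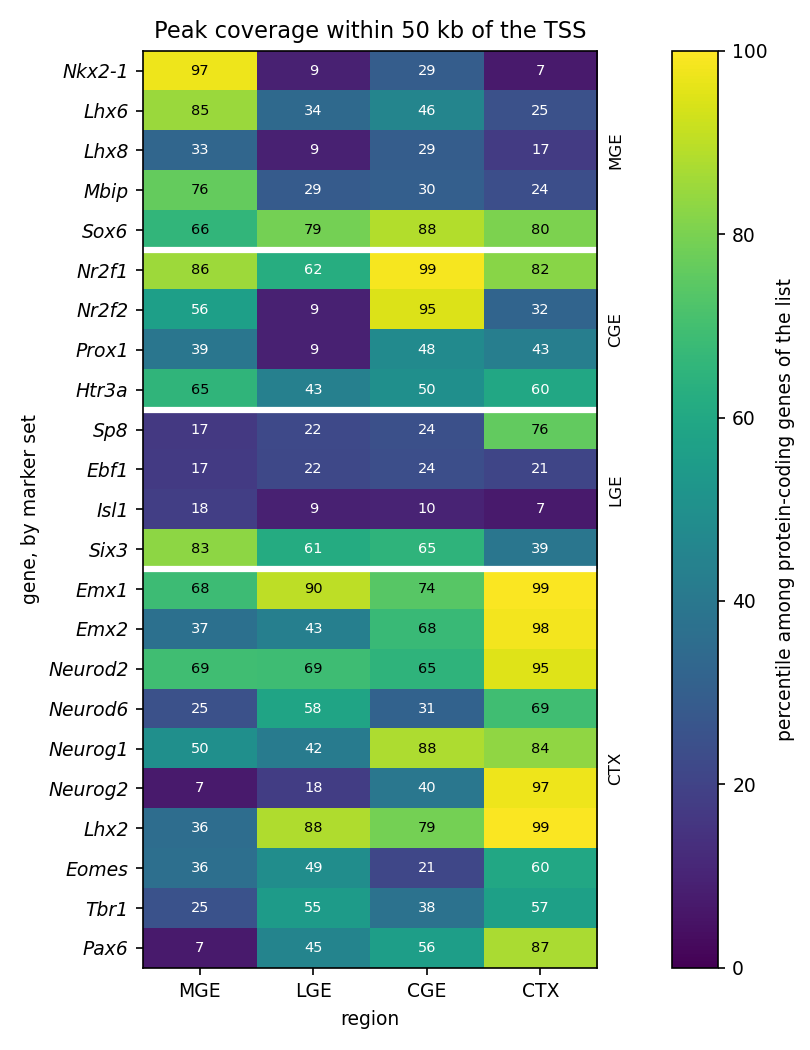
Percentile of the bases covered by peaks within 50 kb of the TSS, among protein-coding genes of each list, for the marker genes (vertical, grouped by set) in the 4 regions (horizontal). Nkx2-1 lies at 97.4 in MGE and 7.29 in CTX, and Neurog2 at 97.4 in CTX and 7.16 in MGE, where percentiles of 10.02 or less mark genes with no covered base.

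Genes of a list set beforehand were then examined one by one. Nkx2-1 lies at chromosome 12, 56531958 to 56536908, on the minus strand. Within 50 kb of its TSS there were 12 peaks covering 9132 bases in MGE, 1 peak of 602 bases in CGE and 0 peaks in LGE and CTX. A peak touched its promoter in MGE and in no other list. Its neighbour Mbip (chromosome 12, 56328303 to 56345894) had 5 peaks in MGE, 1 in LGE, 1 in CGE and 2 in CTX, with a promoter peak in all 4 lists. The window of Nkx2-9 overlaps that of Nkx2-1, and its 3 peaks in MGE are among the 12 of Nkx2-1, with 0 in the other lists. Pax9 had 0 in all 4. Lhx6 (chromosome 2, 36081953 to 36105408) had 10 peaks in MGE, 2 in LGE, 2 in CGE and 3 in CTX. Nr2f2 (chromosome 7, 70351944 to 70366735) had 9 peaks covering 5548 bases in CGE, 9 covering 3366 bases in MGE, 3 in CTX and 0 in LGE.

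Neurog2 (chromosome 3, 127633135 to 127635631, plus strand) showed the opposite arrangement, with 14 peaks covering 10626 bases in CTX, 3 peaks covering 1147 bases in CGE, 1 peak of 135 bases in LGE and 0 in MGE. Hes1 (chromosome 16, 30064384 to 30067796) had 14 peaks in CTX, 2 in CGE, 1 in LGE and 1 in MGE. Emx1 had 22 peaks in CTX and 9 to 12 in the eminences. Sox2 and Nes, which mark progenitors in general, lay at percentile 88.8 or higher in all 4 lists. Across the body of Dennd1a (chromosome 2, 37798991 to 38287390) peaks covered 7.49% of the bases in CTX, 4.07% in MGE, 3.29% in CGE and 2.99% in LGE. Across 2210408I21Rik (chromosome 13, 77135540 to 77613784) they covered 2.41% in MGE, 1.17% in CGE, 0.589% in LGE and 0.513% in CTX. A gene without a peak in a list was below that list's threshold, which does not show that the mark was absent.

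**Figure D5:**
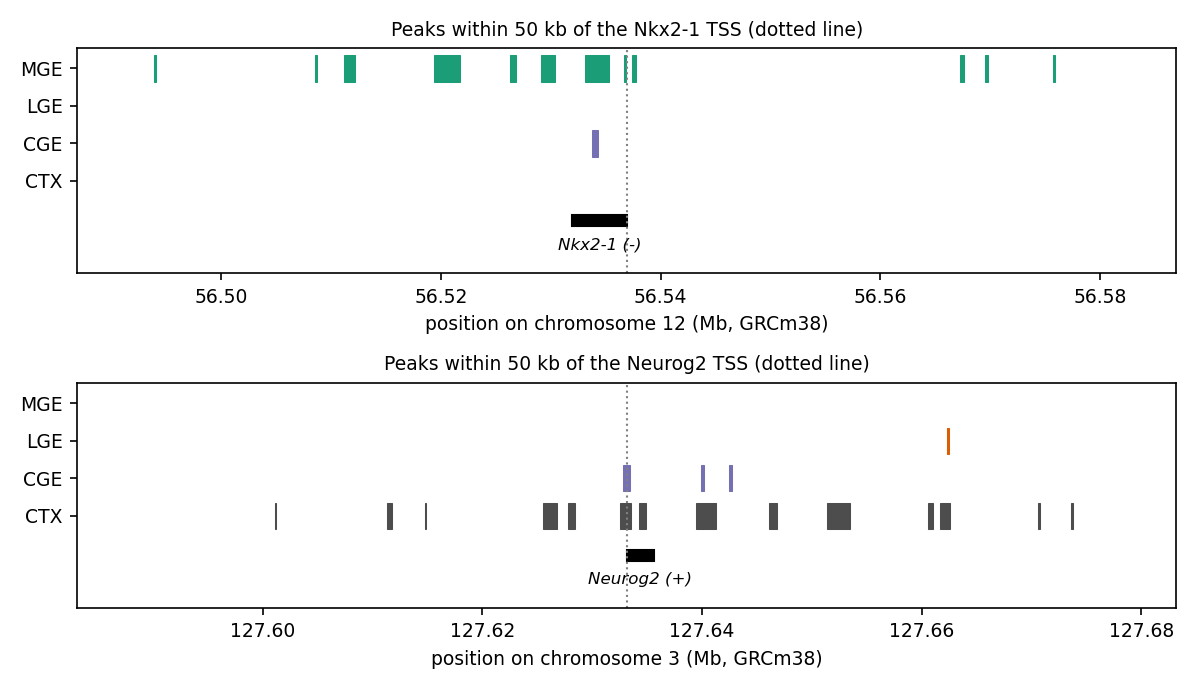
Peaks of each list (coloured blocks, drawn to scale) within 50 kb of the TSS (dotted line) of Nkx2-1 on chromosome 12 and Neurog2 on chromosome 3, with the gene as a black block and positions in Mb on GRCm38. MGE has 12 peaks near Nkx2-1 and CTX has 14 near Neurog2, while the other lists have between 0 and 3.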

Values the study reported

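The study gave the number of reads of each H3K27ac library. For CGE these were 39,950,806 and 68,704,235, for the cortex 45,279,956 and 73,920,447, for LGE 46,933,225 and 55,438,848, and for MGE 55,871,849 and 77,034,587. About 100,000 nuclei went into each reaction. For single-nucleus ATAC peaks linked to a promoter by co-accessibility, the study reported that 54.9 to 68.1% overlapped H3K27ac. The overlap it reported without this restriction was lower.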

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

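Each result was recomputed under the alternatives, 1 choice at a time. No paired analysis was possible because each region has 1 list made from merged replicates, and the fits that leave out each replicate in turn and the replicate block were not run for the same reason. Of the values computed under the alternatives, 49 stayed within their limits, 99 moved beyond them, 1 no longer passed its threshold and 2 changed sign. For counts and covered length the limit was a change of 1.5 times, and for shares it was the 95% interval, which is narrow because the lists are long.

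Keeping only peaks with a q-value of 0.01 or less left 40866 peaks over 28.4 Mb in MGE, 31647 over 18.5 Mb in LGE, 26275 over 18.2 Mb in CGE and 52777 over 32.3 Mb in CTX. The Jaccard index rose to 0.378 for MGE and LGE, 0.412 for MGE and CGE, 0.427 for LGE and CGE, 0.332 for MGE and CTX, 0.298 for LGE and CTX and 0.314 for CGE and CTX. All 12 directed shares rose. MGE peaks were shared with LGE, CGE and CTX at 37.8%, 39.1% and 45.7%, LGE peaks with MGE, CGE and CTX at 58.0%, 47.9% and 53.0%, CGE peaks with MGE, LGE and CTX at 68.8%, 55.3% and 61.2%, and CTX peaks with MGE, LGE and CGE at 36.6%, 27.5% and 27.6%. Tested against the other lists in full, such peaks were found in 1 list only at 15.2% in MGE, 11.9% in LGE, 5.71% in CGE and 28.1% in CTX. The filter keeps the stronger peaks, which are shared more often. Joining peaks within 1000 bases, or keeping the autosomes only, left all 4 peak counts and covered lengths within 1.5 times.

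With equal numbers of peaks the Jaccard index was 0.335 for MGE and LGE, 0.359 for MGE and CGE, 0.335 for LGE and CGE, 0.309 for MGE and CTX, 0.287 for LGE and CTX and 0.304 for CGE and CTX. LGE and CGE were therefore no longer the closest pair, while pairs of eminences stayed above pairs with CTX. Of the 12 directed shares 7 rose and 5 fell. In the order used above they were 36.2%, 38.2% and 36.8% for MGE peaks, 44.7%, 39.5% and 37.9% for LGE peaks, 46.2%, 38.7% and 39.2% for CGE peaks and 38.2%, 31.9% and 32.8% for CTX peaks. Peaks in 1 list only were 31.8% in MGE, 34.2% in LGE, 31.3% in CGE and 38.9% in CTX. The CTX-only intervals fell to 24552, while the intervals in all 4 lists and in the 3 eminences without CTX stayed within 1.5 times, as they did when peaks within 1000 bases were joined. Promoter peaks rose to 12.9% in MGE, 11.5% in LGE and 14.1% in CTX, which put CTX above CGE. This setting shortens 3 of the 4 lists to their strongest peaks. The order of regions in the shares found in 1 list only and at promoters therefore depends on this choice. It changes list length and peak strength together, so the 2 cannot be separated.

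Requiring 1 shared base raised all 12 shares, to 38.6%, 34.5% and 47.3% for MGE peaks, 57.4%, 42.7% and 55.2% for LGE peaks, 64.8%, 53.9% and 60.6% for CGE peaks and 39.9%, 31.3% and 27.1% for CTX peaks. Requiring 50% of both peaks lowered all 12, to 22.5%, 21.2% and 25.7% for MGE peaks, 33.2%, 26.99% and 30.1% for LGE peaks, 39.6%, 34.2% and 34.1% for CGE peaks and 21.4%, 17.0% and 15.2% for CTX peaks. Counting a peak as found in 1 list only when each other list covered less than 50% of it gave 52.5% in MGE, 37.2% in LGE, 29.3% in CGE and 60.6% in CTX. These changes follow from how a shared peak is defined. On the autosomes only, the Jaccard index was 0.292 for MGE and CGE, 0.260 for MGE and CTX and 0.242 for CGE and CTX, and all 12 shares fell slightly but stayed within their intervals.

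Promoters taken as 1000 bases on either side of the TSS held 8.52% of MGE peaks, 10.8% of LGE peaks, 14.0% of CGE peaks and 7.83% of CTX peaks. With all annotated genes the shares were 10.9%, 12.6%, 15.8% and 10.3% in the same order. With the TSS of every protein-coding transcript, an alternative chosen after seeing the data, they were 10.3%, 12.3%, 15.8% and 9.75%. The last 2 settings add sites, and the order of the regions was the same in all 3.

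For the marker sets, the MGE and CTX sets kept their direction and stayed past the threshold under all 3 alternatives, with median contrasts from 36.9 to 45.6. The CGE set fell to 6.32 within 10 kb of the TSS, where 2 of 4 genes were positive, and its adjusted p-value ranged from 0.0005 to 0.438 over the alternatives. The LGE set, which passed the threshold under none of them, changed sign to 0.0730 within 10 kb and to 4.31 over the gene body, and was -8.40 with equal numbers (adjusted p-values from 0.13 to 0.799). The cause was not tested for either set.

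Most peaks of the weakest part of the CTX and MGE lists were found there alone. A peak that another list just missed counts as restricted to a region, and how far depth sets the counts of peaks found in 1 list only was not tested.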

Other observations

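The tests on exon boundaries in Ezh2, on the strength and Poisson level of peaks on chromosome X, on the pileup of X promoters, on sequencing depth and on motifs were chosen, or their reading was settled, after results had been seen.

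Narrow peaks lay on exons of Ezh2 (chromosome 6, 47530139 to 47595341, minus strand) in all 4 lists. The highest fold in the gene was 10.5 in LGE, 9.39 in CTX, 7.25 in MGE and 6.72 in CGE. Acetylated chromatin has no reason to follow exon boundaries. Of the 41 internal exon boundaries, 5 to 7 had a peak edge within 1 base, against at most 2 in any other of 20483 genes and 0 when the Ezh2 boundaries were shifted by 4 distances. A copy of the exons elsewhere in the reference genome was tested through 31-base words, of which 0% in the exons occurred more than once. A candidate explanation is reads from a spliced Ezh2 sequence, such as a cDNA, plasmid or transgene, for which the lowest count of matched boundaries in a list was 5. Peaks covered 67.6 to 79.0% of the coding bases from exon 2 onwards and at most 0.741% of the 3′ UTR. A spliced sequence holding the coding part only would leave the 3′ UTR bare, but only CTX bears on this. In MGE, LGE and CGE all of exon 20, its 58 coding bases included, was uncovered, so an exon without a peak would look the same. In CTX 13.2% of exon 20 was covered, by a peak from 47530541 to 47530820. Its lower edge lay next to the coding bases, so the 0.741% of the 3′ UTR that was covered adjoined them. The rest of the 3′ UTR was bare in CTX, as a sequence holding the coding part only predicts. The peak's other edge lay in the intron. Exons 5, 6 and 9 were uncovered in all 4 lists. Exons 3 and 16 were uncovered in MGE, LGE and CGE, and exon 17 in LGE, CGE and CTX. Reads from a spliced sequence leave these gaps open. The source of such a sequence was not tested, and no biological explanation from the design was tested since the pattern was in all 4 regions.

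Chromosome X held few peaks. The number of peaks per Mb relative to the autosomes was 0.115 in MGE, 0.118 in LGE, 0.175 in CGE and 0.130 in CTX. Few active genes on X would leave the surroundings of active genes as rich in peaks as elsewhere, but away from promoters and within 50 kb of a gene with a promoter peak the ratio was at most 0.288. Sequence to which short reads cannot be placed uniquely would leave a ratio of 0.837. The ratio of peaks per Mb rose from 0.00551 to 0.0813 among the weakest peaks of the lists to 0.325 to 0.399 among the strongest, an increase of at least 4.35 times in each list. This is consistent with background coverage on X below the genome-wide level, so that weak peaks miss a threshold set for the whole genome. A Poisson background with 0.75 X copies per autosome copy predicts ratios of 0.0665 to 0.0901 for the weakest peaks. A mixture of male and female embryos could give that number of copies, and the study used both sexes without giving their proportion. The observed ratios, of which 0.0813 was the highest, had intervals that held the predicted value in 3 of 4 lists. The exception was LGE, with 3 such peaks on X, and the prediction changes steeply with the number of copies. It also takes the weakest peaks as chance peaks, which would rarely recur in another list. Of the weakest X peaks 57.7% in MGE, 33.3% in LGE, 20.6% in CGE and 85.9% in CTX were in 1 list only. The intervals therefore do not decide for this explanation, which stays open. If the mark per copy is the same on X, fewer X copies would lower the signal at promoters as well. The median fold of promoter peaks on X relative to the autosomes was at least 1.00 in all 4 lists. For the 188 X genes with a promoter peak in all 4 lists, it was 1.00 in MGE, 1.00 in LGE, 1.04 in CGE and 1.02 in CTX, with ratios of the 90th percentiles of 0.975 to 1.06. These folds do not measure signal alone, since the background worked out from the fold and p-value of the same genes' peaks was itself lower on X, with median ratios of 0.757 to 0.949. In simulated peaks over a local background, signal and background coverage were scaled together by 0.75. This left a ratio of folds of 0.973, while the ratio of worked-out pileups was 0.797 against a true 0.814. A factor for the mark other than that for the background was not simulated. For the same 188 genes the median pileup on X relative to the autosomes was 0.889 in MGE, 0.894 in LGE, 0.937 in CGE and 0.822 in CTX, with bootstrap 95% intervals from 0.775 to 0.982. Lower signal per active gene on X is therefore a candidate explanation. Over all genes, detected or not, the pileup reached by 10% of genes had ratios of 0.689 to 0.771 (intervals from 0.664 to 0.813). The fold reached by 10% of genes had ratios of 0.895 to 0.927 (intervals from 0.863 to 0.976). A test on these folds, with a limit of 0.8, was replaced by the pileup after values had been seen. A scaling of all signal to 0.75 stays open. Detection favours strong peaks in the pileup ratios of the 188 genes, and fewer active genes on X would lower those over all genes. The sex of the embryos per sample was not analysed here.

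The CTX list held 2.24 times as many peaks as the CGE list. Sequencing depth alone does not account for this. The number of fragments implied by the background pileup and the shortest peak was 1.09 times that of CGE in CTX, and it was 0.938 times that of CGE in LGE, which had 1.27 times as many peaks as CGE. The order of the implied fragments across the regions is that of the read totals quoted from the study above. Shorter fragments that split broad peaks were tested by joining peaks within 1000 bases, after which the ratio of CTX to CGE was still 2.09. A difference between the tissues, or in the quality of single libraries, stays open and was not tested.

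The highest folds lay in the same narrow loci. The 20 highest-fold peaks of each list fell in 37 loci, of which 12 were among the 20 in all 4 lists and 30 had a peak in all 4. An example is chromosome 4, 71623862 to 71624108, with folds of 17.4 to 19.9 and wholly repeat-masked. Sequence with several copies in the genome is a candidate explanation, since 72.5% of these 80 peaks had at least 50% of their 31-base words repeated, against 4.9% of 2000 peaks drawn at random. No biological explanation was tested, since the design gives no difference between regions here.

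Of the 12 region-only peaks formed by the first 3 of each list, 0 had a marker gene as the nearest TSS. Repeated sequence does not explain most of them, since 18.8% of the 80 region-only peaks with the highest fold had at least 50% of their words repeated (Wilson 95% interval 11.7 to 28.7%). This was still above the 5.95% of 2000 region-only peaks drawn at random, so it may account for a part. A difference between the regions was not tested for these peaks.

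Motifs were counted in peaks with a q-value of 0.01 or less. CAGCTG was rarer in 14849 CTX-only peaks than in 5587 MGE peaks that were shared with another eminence and absent from CTX, at 0.749 against 1.07 per kb (log2 ratio -0.51 ± 0.04, SE from counts). It was the lowest of 42 rearrangements of its letters, rank 1, which suggests more CAGCTG in peaks shared by eminences than base composition gives. CAGATG ranked 63 of 120 for CTX-only peaks. TAATTA ranked 14 of 14 for peaks shared by eminences, the opposite end to that predicted. CACTTGA ranked 26 of 450 in MGE-only against CTX-only peaks, which does not separate it clearly from base composition, and AGGTCA ranked 100 of 120 in CGE-only against CTX-only peaks. The sets compared for CAGCTG differ in sharing too, since the peaks of one were found in CTX alone and those of the other recur in another eminence. Region-only peaks were narrower and weaker, so sharing and region cannot be separated here. With 5 motifs compared, the CAGCTG result is a hypothesis, and which proteins bind there was not tested.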
